A study of Mus musculus with 6 samples.

How the data were processed

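PRO-seq maps RNA polymerases that are engaged in transcription: nuclei are allowed to extend their nascent RNA with biotin-labelled nucleotides, and the labelled RNA is captured and sequenced. Per the labels, it was run on cKIT+ bone marrow progenitor cells of mice whose own Mllt3 gene can be deleted by a tamoxifen-activated recombinase. The cells were transduced with wild-type MLLT3 (WT) or with MLLT3 carrying the substitutions K63E and K67E (the double mutant, DM), and cultured for 8 days with 200 nM 4-hydroxytamoxifen to delete the endogenous gene. Run-on lasted 3 min, per the labels' protocols. The labels give 3 libraries in each of the 2 groups, numbered 1 to 3, and place all 6 in batch 1, so no batch could be set against the groups.

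The deposited table holds 3022 transcript rows of 2744 genes. Its values had the following origin. Raw read counts were deposited by the authors for a head window and a body window of each transcript in each library. The head window was 330 bp long and began 30 bp upstream of the transcript's 5′ end, and the body was the remainder of the transcript, introns included, per the file headers and the coordinates. A library total was deposited by the authors for each library, and how it was counted is not stated. RPKM values were deposited by the authors for each library, and were recomputed here from the counts, window lengths and library totals without a difference above rounding. The ratio of head to body RPKM and the DM to WT fold were computed by the authors after adding 0.1 to each RPKM. The log2 values deposited by the authors were the logarithms of those folds and the log2 fold change of body counts with its standard error. The p-values and adjusted p-values deposited by the authors belong to that body comparison; the column names are those of DESeq2 output, and neither tool nor version is stated. The mean signal deposited by the authors for each row was the mean of body counts divided by size factors, and the size factors were recovered from it by a linear solve. The deposited score of each row was the log2 fold change over its standard error. Percentiles, in percent, were deposited by the authors for the head log2 ratio over more rows than the table holds. Aligner, genome build, annotation release, treatment of multiply mapped reads and use of strand are not stated. Coordinates are given as deposited. In the GRCm38.p6 RefSeq gene table, 98.0% of the rows had their symbol, and 51.0% of the matched rows shared a start or an end with it; no coordinate was taken from that table.

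Every row held had an adjusted p-value under 0.05 in the authors' deposited table, the largest being 0.0498. The Benjamini-Hochberg relation between p and adjusted p gave 13629 rows tested by the authors, and rank 3090 for the largest p held, so 68 called rows were not among those analysed here. The table is therefore a selection of rows by the comparison of interest. Testing body counts again on these rows cannot show how stable the authors' calls are, and a scaling computed from these rows is not the scaling of all transcripts.

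For each gene the transcript row with the highest mean body count was used, which left out 278 rows. Body counts and head counts were each tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) after filterByExpr (minimum count 10, minimum total 15) and TMM scaling, with group as the only term, and p-values were adjusted by Benjamini-Hochberg; the threshold was an adjusted p of 0.05. The head to body ratio was tested by the interaction of region and group in the same kind of model, with library as a block. That block absorbs any factor per library, so no choice of library scaling can move this test. camera, with a preset correlation of 0.01, tested lists of at least 5 tested genes. Of 7 lists written before the data were examined, 6 could be tested; none of the histone genes was in the table, and the background was the tested genes of the table. Library-level values were compared by two-sided exact permutation tests, whose smallest possible p with 3 against 3 is 0.1. Genes were named by a rule fixed at the same time as the lists: Mllt3; the 5 largest log2 fold changes in each direction among genes past the threshold, with a mean of at least 50 counts and no overlap between the groups' libraries on the TMM scale; and up to 3 genes per list by adjusted p. Of the genes meeting this rule, 1 is not reported here. Ratio genes past the threshold were few and were named after their values had been seen.

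The procedures were first tested on simulated counts drawn for the real genes. These had the same dispersion in every gene and library, no library with a shifted ratio, and 200 genes changed 2-fold. The body test recovered 100% of them among 2741 genes with 7 false calls, the head test 95% among 2601 with 8, and the ratio test 76% among 2596 with 6. Library totals ran from 15112853 to 22981603 reads. Counts of replicate pairs differed by far more than sampling noise, with chi-square per degree of freedom from 2.68 to 6.91 in DM and from 25.8 to 40.5 in WT, so each library was kept as a separate replicate. Shared replicate numbers come from the sample titles, and whether they mark a shared donor or day is not stated. Alternatives were DESeq2 1.42.0, RLE size factors, library totals, other filters and thresholds, the replicate number as a block, and each replicate left out. Chosen after seeing the data were the authors' size factors, all transcript rows, and separate TMM factors for head and body. Of the 2744 genes, 156 overlap another gene of the table and are uncertain because use of strand is not stated. Further computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.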

Results

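Nascent transcription was measured by PRO-seq in cKIT+ mouse bone marrow progenitors transduced with MLLT3, in 3 libraries with wild-type MLLT3 (WT) and 3 with MLLT3 K63E K67E (DM). MLLT3, also called AF9, is a chromatin reader with a YEATS domain, and the series concerns the domain's binding of modified histones and of 7SK RNA. The comparison asks how transcribing polymerase differs between cells with the mutant and the wild-type protein. Library totals of WT replicates 1 to 3 were 22981603, 15112853 and 22878677 reads, and those of DM replicates 1 to 3 were 22842891, 20216996 and 19981672. Of each library, 17.1% ± 1.25 in WT and 19.4% ± 0.484 in DM (SD, n = 3 each) fell in the bodies of the 2744 genes held, with a two-sided exact permutation p of 0.1, the smallest that 3 against 3 allows. The head windows held 2.94% ± 0.761 and 2.66% ± 0.116 (SD, n = 3 each; exact permutation p 0.7). The genes had been selected by the body difference between these same libraries. The separation of the body shares is therefore no independent evidence of a shift.

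Mllt3 (ENSMUSG00000028496.17; chromosome 4, 87769925 to 88033364, minus strand) was examined first, because the endogenous gene was to be deleted in both groups. Its body held 1853, 1167 and 2181 reads in WT replicates 1 to 3 and 1335, 1273 and 1176 in DM replicates 1 to 3. Scaled to reads per 1000000 of the library total (RPM), this was 84.4 ± 9.62 in WT and 60.1 ± 2.50 in DM (SD, n = 3 each). The body log2 fold change was -0.78 (SE 0.085, edgeR adjusted p 2.91e-04), and -0.49 when scaled by library totals. With the replicate number as a block it was -0.78 (edgeR adjusted p 9.45e-04). The head log2 fold change of -0.63 was not past the threshold (edgeR adjusted p 0.0975). How many of these reads came from the added cDNA cannot be read from counts over the whole gene.

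In the authors' deposited table, 1564 of the 2744 genes had a higher and 1180 a lower body count in DM, so 57.0% were higher. Body counts were tested again here for 2721 of these genes, all of which came from the authors' called rows. With TMM scaling, 2099 genes passed the threshold, 943 higher and 1156 lower in DM, so that 44.9% of them were higher. Scaling by library totals moved this split most: 2707 genes passed, 1562 higher and 1145 lower, or 57.7% higher. With the size factors recovered from the authors' values, 1562 were higher and 1158 lower (57.4% higher). Few directions differed: with TMM, 2691 of the 2721 genes had the sign of the authors' value, and 43.7% were lower. The 44.9% counts only genes past the threshold and is not a reversed majority of directions. Relative to TMM, library totals raised the median log2 fold change by 0.29 and the authors' size factors by 0.27, and every body log2 fold change below is on the TMM scale. With the replicate number as a block, 2016 genes passed (874 higher, 1142 lower). Deviations from the group means correlated across genes at a mean r of 0.024 between libraries of the same number, with values of -0.074, -0.191 and 0.338 for numbers 1 to 3.

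The largest increases among genes meeting the naming rule were in Asprv1, Gm43181, Cav1, Olfr111 and Lyz2. Asprv1 (ENSMUSG00000033508.7; chromosome 6, 86628164 to 86629710) rose from 1.64 ± 0.703 to 7.75 ± 2.66 body RPM (SD, n = 3 each), a log2 fold change of 1.94 (SE 0.443, edgeR adjusted p 0.00520). Gm43181 (ENSMUSG00000106609.1; chromosome 5, 43784046 to 43786117) rose from 6.44 ± 1.79 to 28.2 ± 3.60 RPM, a log2 fold change of 1.83 (SE 0.196, edgeR adjusted p 2.83e-04). For Cav1 (ENSMUSG00000007655.16; chromosome 6, 17306335 to 17341452), body counts were 25, 15 and 23 in WT and 143, 62 and 81 in DM, and the log2 fold change was 1.82 (SE 0.342, edgeR adjusted p 0.00221). Olfr111 (ENSMUSG00000090675.2; chromosome 17, 37525960 to 37532449) had a log2 fold change of 1.80 (SE 0.246, edgeR adjusted p 6.29e-04); it belongs to a large gene family, and the treatment of multiply mapped reads is not stated. Lyz2 (ENSMUSG00000069516.8; chromosome 10, 117277331 to 117282321) rose from 49.3 ± 15.9 to 208 ± 24.3 RPM, a log2 fold change of 1.80 (SE 0.209, edgeR adjusted p 3.69e-04); it too has a close paralog.

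Among the largest decreases by the same rule were those in Il17rd, Mest, Notch3 and Dmtn, and in each of them WT replicate 1 held most of the WT reads. Il17rd (ENSMUSG00000040717.6; chromosome 14, 27038941 to 27107286) had 706, 67 and 36 reads in WT and 37, 35 and 20 in DM, a log2 fold change of -3.40 (SE 1.04, edgeR adjusted p 0.0188). Mest (ENSMUSG00000051855.15; chromosome 6, 30738050 to 30748465) had 220, 28 and 14 reads in WT and 15, 14 and 11 in DM, a log2 fold change of -2.98 (SE 0.950, edgeR adjusted p 0.0219). Notch3 (ENSMUSG00000038146.8; chromosome 17, 32120820 to 32166852) had 462, 75 and 38 reads in WT and 27, 38 and 29 in DM, a log2 fold change of -2.89 (SE 0.855, edgeR adjusted p 0.0161). Dmtn (ENSMUSG00000022099.17; chromosome 14, 70601263 to 70636048) had 895, 131 and 103 reads in WT and 57, 73 and 65 in DM, a log2 fold change of -2.80 (SE 0.779, edgeR adjusted p 0.0124). Without WT replicate 1 the log2 fold changes shrank to -1.25, -1.13, -1.35 and -1.31 in that order, and Mest no longer passed (edgeR adjusted p 0.0891). Il17rd and Mest also did not pass when any DM replicate was left out (edgeR adjusted p from 0.0546 to 0.0648 and from 0.0645 to 0.0710), nor did Notch3 without DM replicate 1 or 3 (0.0567 and 0.0530). The groups' libraries were apart on the TMM scale for all of these genes, but overlapped in RPM for Il17rd, Mest and Notch3.

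Lists of lineage and pathway genes were compared with the other tested genes by camera. Only called genes could enter. The table held 11 of 25 listed stem, 6 of 15 mast, 6 of 24 erythroid and 12 of 25 myeloid genes. It held 6 of 31 immediate early and 5 of 31 P-TEFb genes. The medians and counts below therefore describe genes already selected as changed, not the whole lists. The stem and progenitor list (10 genes tested) had a median body log2 fold change of -1.01, with 9 genes lower and 1 higher past the threshold (camera adjusted p 4.07e-04). All 6 mast and basophil genes tested were lower (median -1.12, camera adjusted p 0.00627), as were all 6 erythroid and megakaryocyte genes tested (median -1.17, camera adjusted p 0.0189). Kit and Gata2 belong to both the stem and the mast list. In the myeloid list of 12 genes the median was 0.97, with 9 genes higher and 2 lower past the threshold (camera adjusted p 0.0121). The immediate early list (6 genes, median 0.49, camera adjusted p 0.334) did not stand apart. Nor did the list of P-TEFb, 7SK and elongation factor genes (5 genes, median -0.03, camera adjusted p 0.568). The latter median was 0.26 under library totals and 0.24 under the authors' size factors. It includes the manipulated gene Mllt3, at -0.78, beside Mllt1 at -0.53, Ell at -0.03, Aff1 at 0.17 and Ell2 at 0.46. The replicate block kept the same 4 lists past the threshold, with camera adjusted p 2.52e-04 for stem, 0.00179 for mast, 0.00778 for myeloid and 0.00778 for erythroid genes. The alternative that moved this family most was a correlation estimated for each list, under which no list passed (stem list camera adjusted p 0.325) and none had an unadjusted p under 0.05, the smallest being 0.0766. The background of these tests was itself selected by the same comparison.

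**Figure D1:**
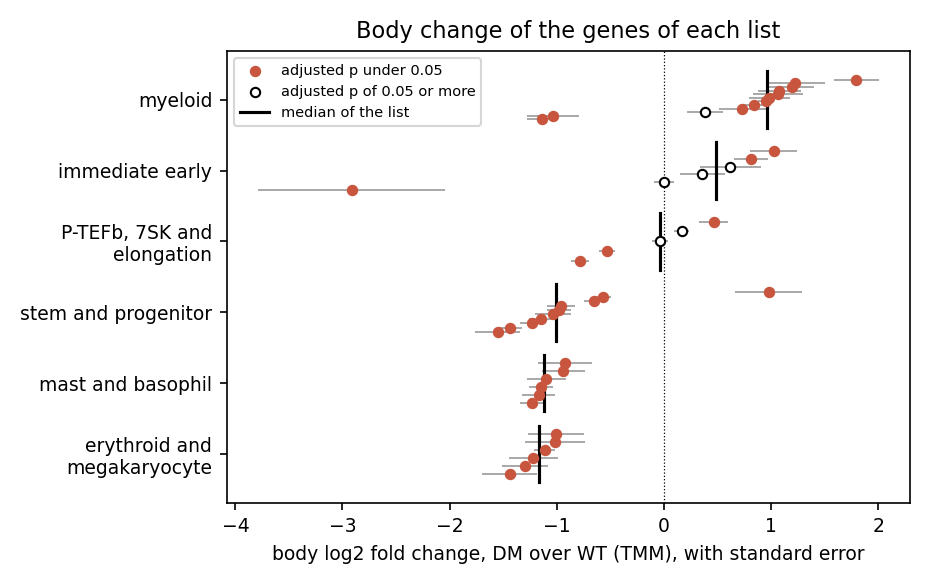
Body log2 fold change of DM over WT with TMM scaling for each tested gene of 6 lists; points are genes, filled where the edgeR adjusted p was under 0.05, horizontal lines are standard errors and vertical black lines are list medians. The medians of the erythroid, mast and stem lists lie at -1.17, -1.12 and -1.01 and that of the myeloid list at 0.97; the P-TEFb list's median of -0.03 becomes 0.26 under library totals.

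Among the genes named from the lists, Meis1 (ENSMUSG00000020160.18; chromosome 11, 18879817 to 19018985) fell from 334 ± 61.8 to 150 ± 4.91 body RPM (SD, n = 3 each), a log2 fold change of -1.44 (SE 0.120, edgeR adjusted p 2.07e-04). Kit (chromosome 5, 75574916 to 75656722) had a log2 fold change of -1.23 (SE 0.117, edgeR adjusted p 2.16e-04), Gata2 -1.15 (SE 0.111, edgeR adjusted p 2.21e-04) and Il1rl1 -1.17 (SE 0.152, edgeR adjusted p 5.43e-04). Of the erythroid list, Itga2b changed by -1.11 (SE 0.098, edgeR adjusted p 2.08e-04), Slc4a1 by -1.30 (SE 0.216, edgeR adjusted p 0.00130) and Car2 by -1.44 (SE 0.259, edgeR adjusted p 0.00180). Of the myeloid list, Itgam, which overlaps Gm49368, rose from 77.1 ± 2.96 to 183 ± 6.29 RPM (log2 fold change 0.95, SE 0.070, edgeR adjusted p 2.00e-04), while Ctsg changed by -1.14 (SE 0.136, edgeR adjusted p 3.99e-04). Atf3 and Nfkbia rose by 0.81 (SE 0.160, edgeR adjusted p 0.00266) and 1.02 (SE 0.220, edgeR adjusted p 0.00396), whereas Ccn1 had 142, 33 and 12 reads in WT and 15, 11 and 5 in DM (log2 fold change -2.91, SE 0.875, edgeR adjusted p 0.0171). Ccn1 did not pass without WT replicate 1 (edgeR adjusted p 0.0633), DM replicate 2 (0.0550) or DM replicate 3 (0.0633). Mllt1 changed by -0.53 (SE 0.078, edgeR adjusted p 7.88e-04) and Ell2 by 0.46 (SE 0.137, edgeR adjusted p 0.0157), the latter not passing without DM replicate 1 (0.0622).

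Head counts address polymerase near the start of the gene. Of 2579 genes tested, 984 passed the threshold, 487 higher and 497 lower in DM, and with the replicate number as a block 1055 passed (534 higher, 521 lower). The mean r between same-numbered libraries was 0.025 for heads. The authors' size factors moved the count most among the scalings, to 436 (197 higher, 239 lower). These genes had been selected by their body change and scaled on themselves. By the percentiles in the authors' deposited table, 67.3% of the 13408 rows the authors ranked had a lower merged head in DM, with a median log2 ratio of -0.14. Merged heads are scaled by library totals and include WT replicate 2. Without that library the share among the transcripts held went from 56.2% to 45.8%. The same could not be checked for all ranked rows. Of the 983 head genes that also had a body test, 974 changed in the same direction in the body and 9 in the opposite one. Head and body log2 fold changes correlated across 2577 genes at r 0.85, and 85.0% had the same sign; genes are not independent replicates.

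**Figure D2:**
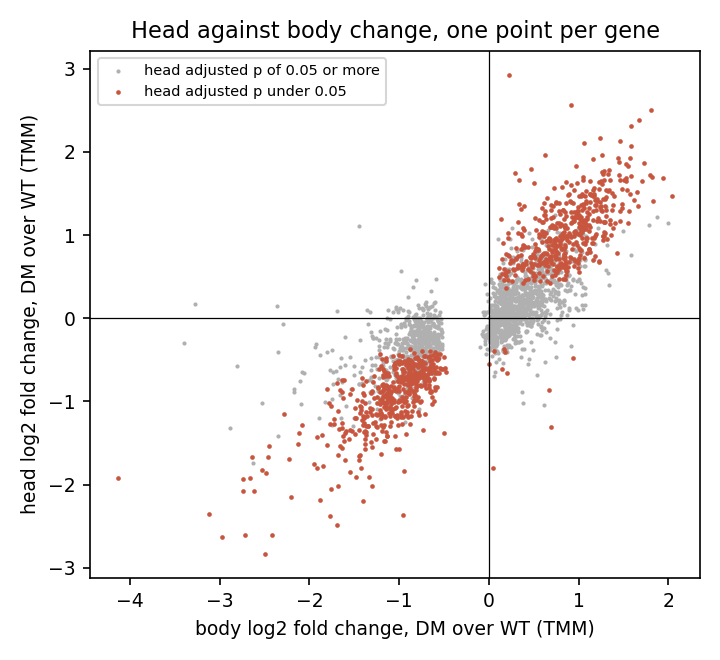
Head log2 fold change against body log2 fold change of DM over WT, each with TMM scaling, with one point for each of 2577 genes; red points had a head edgeR adjusted p under 0.05. Most points lie in the lower left and upper right, 85.0% having the same sign, and the empty band left of 0 on the body axis is where the authors' deposited table holds no rows, since only called rows are in it.

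The head to body ratio relates polymerase near the start to polymerase further along. The genes had been selected by their body change, and the body is the denominator of this ratio. By the authors' values 57.0% of them were higher in the body. A lower ratio therefore cannot be separated from that selection. Per 100 body reads, WT replicates 1 to 3 had 13.4, 23.7 and 14.9 head reads, and DM replicates 1 to 3 had 12.7, 14.5 and 13.8. The means were 17.4 ± 5.55 in WT and 13.7 ± 0.904 in DM (SD, n = 3 each), a difference of -3.67 that was smaller than the spread of the WT replicates (two-sided exact permutation p 0.3). Without WT replicate 2 the difference was -0.49, while the number of genes with a changed ratio, given next for all libraries, rose to 82 (24 higher, 58 lower). Of 2577 genes tested, 2 had a changed ratio past the threshold, both lower in DM, and 395 had an unadjusted p under 0.05, 46 higher and 349 lower. With the replicate number as a block 38 passed (5 higher, 33 lower), at the same mean r of 0.024 for bodies and 0.025 for heads. Separate TMM factors for head and body gave 56, of which 38 were higher and 18 lower, and moved the median log2 change of the ratio from -0.26 to 0.10. The genes past the threshold were Macrod2 (ENSMUSG00000068205.14; chromosome 2, 140395309 to 142392966), with a log2 change of -1.89 (SE 0.288), and Fgd4 (ENSMUSG00000022788.16; chromosome 16, 16416917 to 16600039), with -2.33 (SE 0.356), each with an edgeR adjusted p of 0.0214. Macrod2 had 28.1, 50.8 and 32.1 head reads per 100 body reads in WT and 8.88, 9.52 and 10.4 in DM; it overlaps Flrt3. Fgd4 had 5.44, 8.92 and 5.01 in WT and 1.04, 1.77 and 0.963 in DM, from 12 to 44 head reads per library. Both genes had a higher body in DM, with log2 fold changes of 0.67 for Macrod2 and 0.69 for Fgd4. Their heads were lower, at -0.87 and -1.30.

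**Figure D3:**
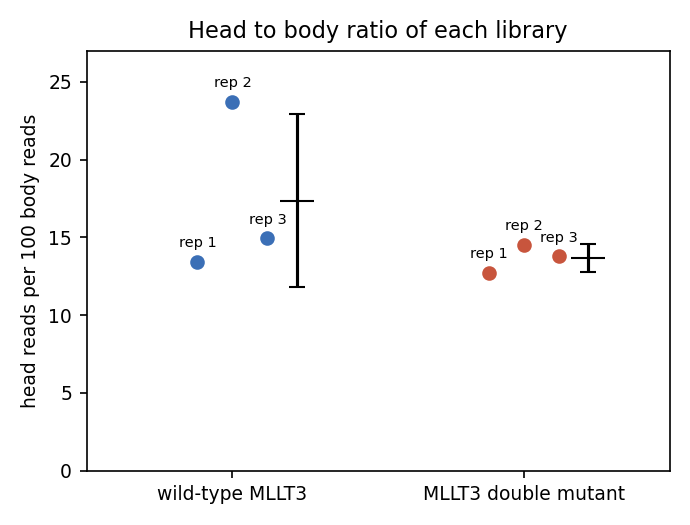
Head reads per 100 body reads, summed over the genes held, in each library; points are libraries and black marks are the group mean with its SD (n = 3). WT replicate 2 lies at 23.7, and the other 5 libraries lie between 12.7 and 14.9.

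The authors' deposited table also sorts transcripts by the signs of their merged head and body ratios, without a test of the head. Of 3022 transcripts, 451 were lower in the head and higher in the body in DM, 1271 were higher in both, 1246 lower in both and 54 higher in the head and lower in the body. Recomputed in the same way without WT replicate 2, the first class held 199 transcripts, 188 of them among the 451.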

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

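The counts of genes past the threshold and the head to body ratio depended on the processing; the authors' size factors, all transcript rows and separate TMM factors for head and body were chosen after seeing the data. Because the genes had been selected by the body comparison, their kept directions in body tests show no stability. Where a cause is not given below, the cause was not tested.

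For body counts, the number of genes past the threshold stayed within 1.5 times of 2099 in every alternative run, but the number higher did not: from 943 it went to 1562 under library totals and also 1562 under the authors' size factors, to 582 with a fold of at least 1.5 and to 627 at an adjusted p under 0.01. The scaling shift of 0.29 and 0.27 in the median log2 fold change accompanies the first pair. Across the 6 fits that each left out one replicate, 1735 to 2266 genes passed, 669 to 1093 of them higher and 1066 to 1173 lower. The replicate block gave 2016 (874 higher, 1142 lower), with a mean same-number r of 0.024. Mllt3 stayed lower and past the threshold throughout, from -0.82 to -0.64 in the leave-one-out fits. For the 24 genes other than Mllt3 that met the naming rule, 13 of 335 alternative values changed, all 13 to an adjusted p above the threshold and all in fits that left out a replicate.

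For heads, 984 genes (487 higher, 497 lower) became 524 (248 higher, 276 lower) under library totals, 436 (197 higher, 239 lower) under the authors' size factors and 506 (273 higher, 233 lower) at an adjusted p under 0.01. Leaving out one replicate gave 489 to 1188 genes, with 270 to 591 higher and 219 to 597 lower.

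The ratio test gave 2 genes, both lower. DESeq2 gave 34 (4 higher, 30 lower), the replicate block 38 (5 higher, 33 lower), separate TMM factors 56 (38 higher, 18 lower), a mean of at least 50 counts 1, lower, and an adjusted p under 0.01 gave 0, beside 395 genes at an unadjusted p under 0.05. Leaving out one replicate gave 0 to 82 genes, 0 to 24 higher and 0 to 58 lower; the 82 came without WT replicate 2, and the fits with 0 genes left out a DM replicate and had 152, 254 and 168 genes at an unadjusted p under 0.05. The simulated data gave calls for 76% of changed genes at this size. They had the same dispersion in WT and DM and no library with a shifted ratio, unlike the real libraries. That share therefore does not show why the real count was low. The class of lower head and higher body ranged from 199 to 704 transcripts around 451, the lowest without WT replicate 2 and the highest without WT replicate 1. The difference in head reads per 100 body reads ranged from -5.64 to -0.49 in the leave-one-out sets and was negative in each.

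For gene lists, a correlation estimated per list left the medians at -1.01 (stem), -1.12 (mast), 0.97 (myeloid) and -1.17 (erythroid) but moved the camera adjusted p to 0.325, 0.325, 0.343 and 0.325. The leave-one-out medians of the erythroid list ran from -1.27 to -1.07; without WT replicate 2 it was -1.08 with a camera adjusted p of 0.0681, against 0.00670 to 0.0203 in the other 5 leave-one-out fits. The P-TEFb list, whose median is close to 0, changed sign to 0.26 under library totals and 0.24 under the authors' size factors. In leave-one-out fits it ran from -0.060 to 0.053, at 0.0087 without DM replicate 2 and 0.013 without WT replicate 1.

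Not run were the pseudocount and the other options for normalized values, since the table holds counts, DESeq2 for gene lists, and library scalings for the ratio, which its library block absorbs. Cav1, Notch3, Dmtn and Ccn1 had too few head reads for a head test, and WT replicate 2, at 15112853 reads, set the lowest depth.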

Other observations

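The tests of the library-wide shift, of the class of lower heads, of both marker lists and of library scaling were chosen after the results they measure had been seen. Both marker lists were also fixed after the per-library counts of the markers had been seen. For gene length, the share of higher genes by gene length had been seen first.

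The real split alone, 1 of the 4 splits that part all 3 same-numbered pairs (of 10 splits of the 6 libraries), reached its count of genes past the threshold in bodies, and the same 1 of 4 held for heads and for the ratio. The other 6 splits part fewer of these pairs. All 9 splits other than the real one gave 0 genes past the threshold in bodies, heads and the ratio; at an unadjusted p under 0.05 they gave 0 to 78 genes in bodies, 10 to 90 in heads and 16 to 300 in the ratio, against 2151, 1261 and 395 for the real split. With 4 or 10 splits the share cannot fall under 0.05 whatever the data, and the genes had been selected on the real split, so this comparison could not decide the matter.

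WT replicate 2 had the highest head to body ratio of the 6 libraries in 68.5% of 2577 genes. That share describes a shift of the whole library and does not test one. Of the other explanations tried, none was ruled out. One is that dense head windows were flattened in the deeper WT libraries: the head excess over WT replicates 1 and 3 was 0.37 on the log2 scale in the third of genes with the sparsest heads, 0.49 in the middle and 0.61 in the densest, a difference of 0.24. Another is gene length, since the excess in the ratio rose with body length across genes (Spearman rho 0.364, genes not being independent). Library preparation, such as RNA fragmentation, may link these, but it was not tested. The pattern bears on the authors' class of 451 transcripts with a lower head and a higher body. Of them 41.7% were kept without WT replicate 2, against 96.9% without WT replicate 1 and 85.8% without WT replicate 3. Without DM replicate 1, 2 or 3 the share kept was 80.0%, 95.8% or 92.9%. Without WT replicate 2, 45.8% of all transcripts held had a lower merged head in DM, against 56.2% with all 6 libraries, and the head test gave 1188 genes, 591 higher and 597 lower. A hypothesis is that a large part of that class may follow from one library.

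WT replicate 1 had 130 genes with body reads per 1000000 of the library total over 2-fold above both other WT libraries, 64 of them over 4-fold. The corresponding 2-fold counts were 5 and 4 for WT replicates 2 and 3 and 0, 8 and 1 for DM replicates 1 to 3. Of the 130 genes, 126 are lower in DM in the authors' deposited table, which is 10.7% of its lower genes. In the tests made here 104 of them were lower past the threshold, and 54 of these still were without WT replicate 1. They include Il17rd, Mest, Notch3 and Dmtn. Among the 130 were the pluripotency genes Nanog (283, 23 and 10 reads in WT replicates 1 to 3), Gdf3 (265, 30 and 18), Fbxo15 (339, 37 and 24), Dnmt3b (532, 109 and 175), Fgf4 (182, 11 and 4) and Lefty1 (256, 29 and 39). A candidate explanation is RNA from another cell type, pluripotent cells, in that library. Of a list of 33 markers, 6 were in the table and all 6 were over 2-fold, against 124 of 2738 other genes (two-sided Fisher's exact p 1.01e-08). A wider list of 42 markers adds Slc2a3 and Mycn, which were 1.79-fold and 1.41-fold above the next WT library; 6 of 8 were then over 2-fold, against 124 of 2736 (two-sided Fisher's exact p 2.62e-07). Because both lists were fixed after these counts had been seen, the p-values overstate the evidence, and only called genes were available, which favours genes that are high in a WT library. Library scaling does not account for it, since the median gene of WT replicate 1 lay at -0.157 (log2) against the higher of the other WT libraries. Low counts were more common among the 130 genes, 40.0% of which (52) had a mean body count under 50, against 1.95% of the 2614 other genes (51). That mean includes WT replicate 1 and so the excess itself; over the other 5 libraries 70.8% of the 130 (92) had a mean under 50, against 2.14% of the other genes, so the share does not decide the matter. The same rule on the same genes gave at most 8 in any other library. Reads of another library (index exchange) and a difference between donors were not tested, and the pattern cannot be told apart from them. These genes held 0.977% of the body reads of WT replicate 1.

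Longer genes were weakly over-represented among those higher in DM. In 5 equal groups by body length, 50.6, 50.3, 55.7, 65.9 and 62.5% of genes were higher in the authors' deposited table, from the shortest to the longest. The Spearman rho of body length and the authors' log2 fold change was 0.039 across 2744 genes (permutation p 0.04). The permutation was over genes, which are not independent, so its p does not measure the spread between libraries. Within 3 equal groups by mean body count the rho was -0.097, 0.085 and 0.048, from the fewest to the most reads. The groups differ in sign, and the value over all genes is itself under the limit of 0.05 that had been set for the largest of them, 0.085, so the number of counts in longer genes is not ruled out as the reason. With the log2 fold changes of the tests made here instead of the authors', rho was 0.025 under library totals. It was -0.0076 without WT replicate 2, 0.056 without WT replicate 1 and 0.046 without WT replicate 3. The relation is therefore weak and rests in part on which WT libraries are used. GC content was not tested.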
